# The Identification of Protein Kinase C Iota as a Regulator of the Mammalian Heat Shock Response Using Functional Genomic Screens

**DOI:** 10.1371/journal.pone.0011850

**Published:** 2010-07-29

**Authors:** Frank Boellmann, Russell S. Thomas

## Abstract

**Background:**

The heat shock response is widely used as a surrogate of the general protein quality control system within the cell. This system plays a significant role in aging and many protein folding diseases as well as the responses to other physical and chemical stressors.

**Methods/Principal Findings:**

In this study, a broad-based functional genomics approach was taken to identify potential regulators of the mammalian heat shock response. In the primary screen, a total of 13724 full-length genes in mammalian expression vectors were individually co-transfected into human embryonic kidney cells together with a human HSP70B promoter driving firefly luciferase. A subset of the full-length genes that showed significant activation in the primary screen were then evaluated for their ability to hyper-activate the HSP70B under heat shock conditions. Based on the results from the secondary assay and gene expression microarray analyses, eight genes were chosen for validation using siRNA knockdown. Of the eight genes, only PRKCI showed a statistically significant reduction in the heat shock response in two independent siRNA duplexes compared to scrambled controls. Knockdown of the PRKCI mRNA was confirmed using quantitative RT-PCR. Additional studies did not show a direct physical interaction between PRKCI and HSF1.

**Conclusions/Significance:**

The results suggest that PRKCI is an indirect co-regulator of HSF1 activity and the heat shock response. Given the underlying role of HSF1 in many human diseases and the response to environmental stressors, PRKCI represents a potentially new candidate for gene-environment interactions and therapeutic intervention.

## Introduction

The regulation of the eukaryotic heat shock response has held considerable interest within the scientific community ever since the discovery of newly formed puffs in temperature-shocked Drosophila polytene chromosomes [1]. The speed, magnitude, and proportionality of the response has greatly aided in the identification of its basic regulatory scheme [2], [3]. The main regulatory proteins of the mammalian heat shock response are a group of molecular chaperones called heat shock proteins (HSPs) and the stress-activated transcription factor HSF1 [4], [5]. Heat shock proteins that function as molecular chaperones recognize misfolded proteins by binding hydrophobic peptide domains that are normally buried inside of properly folded proteins and assist in refolding or degradation [6], [7], [8]. Under steady-state conditions, HSF1 is sequestered in the cytosol of unstressed cells as part of a HSP90-containing multi-chaperone complex that keeps the transcription factor in a monomeric, inactive state [9]. Increasing amounts of alternative chaperone substrates lead to the release of HSF1 from the chaperone complex and its subsequent accumulation as a homo-trimeric protein in the nucleus of stressed cells [10], [11]. Trimerization is required for HSF1 to attain high binding affinity to heat shock elements (HSE), the specific binding sites in the promoters of heat shock genes [12]. The increase in transcriptional competence of HSF1 is accompanied by stress-induced phosphorylation at multiple serine residues [13]. Despite the identification of several protein kinase inhibitors that reduce HSF1 activity, no specific protein kinase and its corresponding HSF1 residue has been identified that is required for the full activation of the transcription factor [3], [14], [15].

The heat shock response can be rapidly activated following proteotoxic stress by responding to the rate of change in the abundance of denatured proteins. When this rate of change is too slow for the heat shock response to recognize and repair the damage, system failure in the form of protein folding diseases and aging is possible [16]. In addition, the negative feedback regulation of the stress response can have a significant impact on the dose response characteristics of the system following exposure to chemical and physical stressors [17]. As a result, identifying and characterizing all the genes that play a role in the heat shock signaling pathway is of interest in both toxicology and pharmacology [18], [19].

Despite the completion of the human genome sequence, the functional role of many genes and their organization into signaling pathways remains relatively unknown. A number of research groups have applied large-scale, reverse genomic screens to systematically identify genes that play a functional role in specific disease pathways and assign putative molecular roles to previously uncharacterized genes [20], [21], [22], [23]. In these screens, cell-based assays were constructed with various cellular endpoints [21] or reporter genes that indicate activation of a specific pathway [20], [22], [23], [24]. Expression plasmids containing full-length genes were then introduced into the cells to manipulate expression and the effects on the endpoint were evaluated. Since a single cell line may not express all potential regulators of the heat shock response, an overexpression strategy was employed using a series of cell-based screens. A subset of the regulators was then subjected to functional validation using RNAi. Based on these studies, protein kinase C iota (PRKCI) was identified as a regulator of the heat shock signaling pathway.

## Results

### Primary Screen for Activation of the Heat Shock Response Under Non-Stressed Conditions

An arrayed expression library containing 8674 mouse and 5050 human full-length genes in the mammalian expression vector pCMV-Sport6 was screened for inducers of HSF1 activity. Based on the Homologene database, 2501 orthologs are shared between the human and mouse libraries. Individual genes were transiently transfected together with the HSP70B luciferase reporter and the internal *Renilla* luciferase control plasmid into human embryonic kidney HEK-293T cells. The HSP70B promoter contains 3 full heat shock elements (NGAANNTTCN)[25]. Co-transfection of the constitutively expressed *Renilla* luciferase was performed to control for differences in transfection efficiency, cell viability and other non-specific effects. Variations in plate handling were corrected by normalization against the average of the negative control wells on each plate transfected with the empty pCMV-Sport6 plasmid (Fig. 1A). A total of 1001 full-length genes passed the criteria for selection in the primary screen. This number was reduced to 940 full-length genes after the elimination of multiple tubulin isoforms and species redundant low scoring proteins. A graph of the quantile distribution of the relative activity of all genes in the library was compared to a normal distribution (Fig. 1B). The deviation of the screening results above the straight line in the quantile-quantile plot indicates that a large portion of the library activates the HSP70B reporter at a higher frequency than one would expected from a random distribution. This suggests that the conditions used in the primary screen resulted in a large number of hits, but may have also resulted in an increased number of false positives. To reduce potential false positives, a secondary screen was performed to identify genes that hyper-activate the heat shock response under stress conditions.

**Figure 1:**
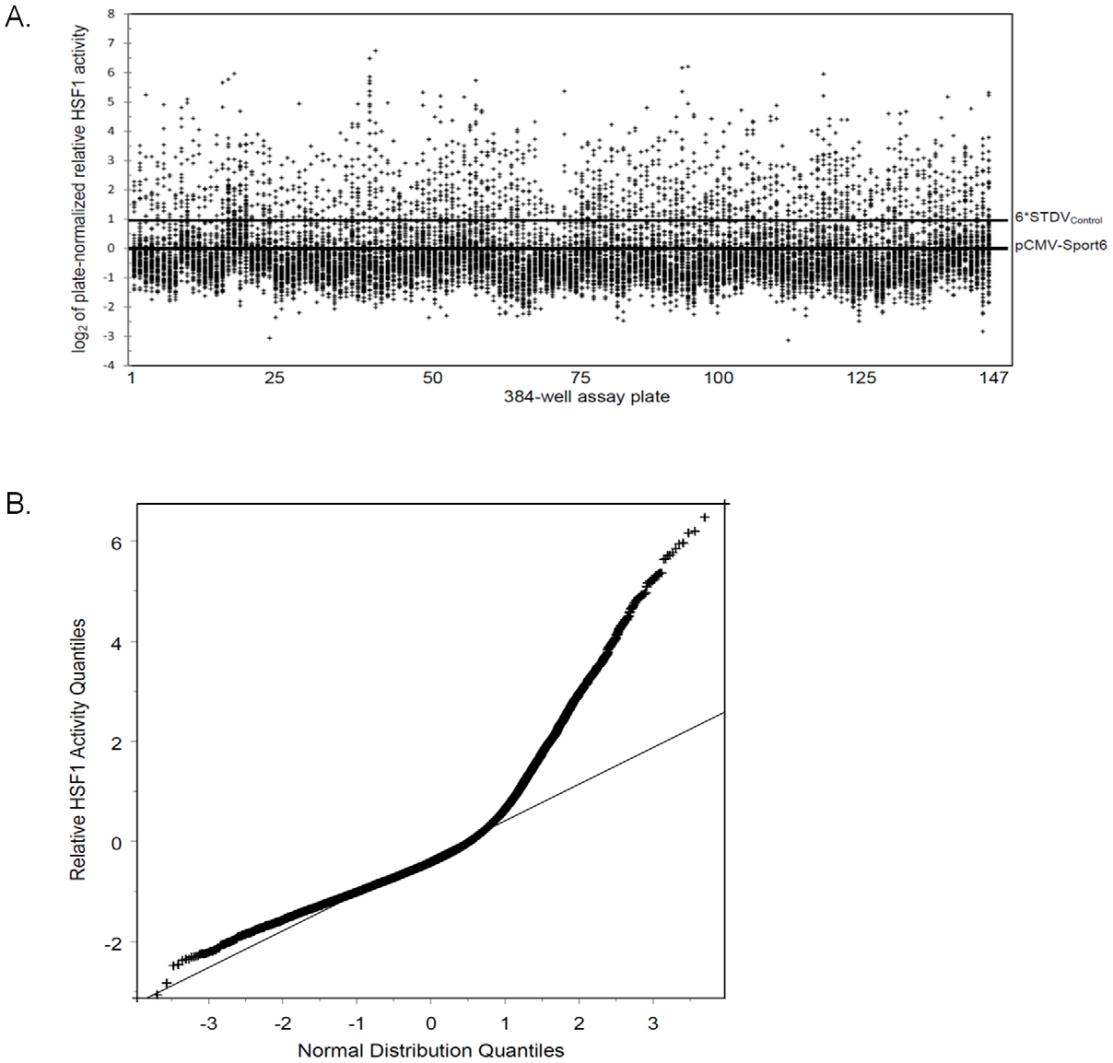
Summary results for the primary gain-of-function screen for activators of HSF1. A total of 13724 full-length genes were co-transfected with a human HSP70B promoter driving firefly luciferase and a constitutively expressed *Renilla* luciferase control. (A) Relative activity of the 13724 full-length genes normalized to the negative plasmid control on each plate (pCMV-Sport6 Empty). Each data point represents the average of four independent replicates. The line labeled 6*STDV_Control_ represents a cut-off of 6 standard deviations above the mean of the negative control. (B) The quantile distribution of the 13724 data points from the primary screen compared to a normal distribution (straight line).

### Secondary Screen for Hyper-Activation of the Heat Shock Response Under Stressed Conditions

A total of 940 full-length genes that activated the HSP70B reporter by more than 2-fold were selected from the primary screen. The cutoff corresponded to more than 6 standard deviations above the negative expression plasmid control. The selected genes were re-picked from frozen bacterial stocks and the plasmid DNA purified. In the secondary screen, the genes were tested in dose response (3.3, 10, 30, 90 ng per well) while keeping the total amount of DNA constant through the addition of an empty expression plasmid. We performed two independent secondary screens at 43°C and at 44°C for two different heat shock durations (15 and 45 minutes) in duplicate. Following a 6 hour recovery at 37°C, the firefly and *Renilla* luciferase activities were measured. The genes were ranked based on the number of concentrations that hyperactivated the reporter during heat shock. Due to the feedback regulation that exists within the heat shock response, it was hypothesized that overexpression of true regulators would be able to overcome limiting factors within the system and hyperactivate the response while the false positive genes identified in the primary screen would only be able to activate HSF1 under non-stress conditions. Under these conditions, a total of 515 genes hyperactivated the reporter in at least one DNA concentration following heat shock at either 43 or 44°C and at either time point (Fig. 2). The complete results are supplied as supplemental material (Supplemental Table S1).

**Figure 2:**
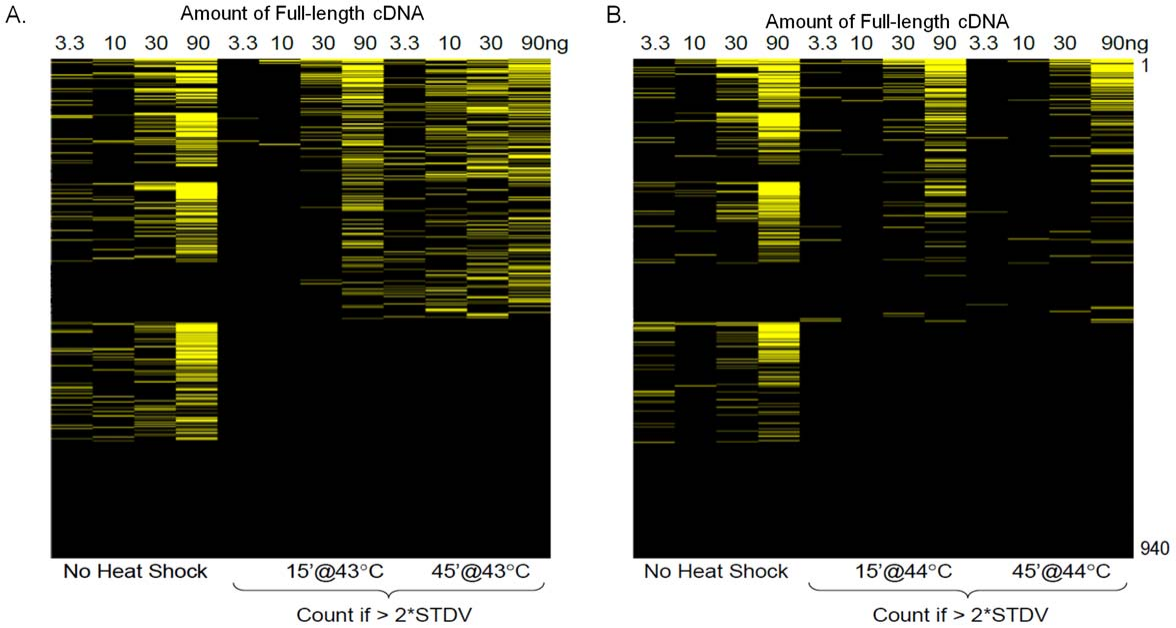
A heat map showing the results from the secondary screen for hyper-activation of the heat shock response. An active subset of full-length genes from the primary screen was transfected at multiple concentrations and subjected to two different heat shock temperatures, (A) 43°C and (B) 44°C. The degree of hyper-activation of the response is represented by the intensity of the yellow color. A positive hit is scored if the full-length gene activates the normalized HSP70B reporter by more than two standard deviations above the mean of the negative control (pCMV-Sport6 Empty). The response curve under non-heat shock conditions was monitored but not included in the calculation of the score.

### Gene Expression Microarray Analysis and RNAi Validation of Potential Heat Shock Regulators

Due to the nature of overexpression screens, only some of the genes identified in the secondary hyper-activation assay are expressed in the cell line under normal growth conditions. 

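Of the genes that activated the reporter in Table S1 in at least 1 condition under heat shock, 388 have a probe set of their own on the arrays, and 299 of these (77.1%) were above background in unstressed HEK-293T cells, a transformed human embryonic kidney line. Among the 30 first-ranked clones of Table S1, 23 genes were measured and 21 were above background. UTP6, a factor of ribosomal RNA processing, gave a signal of 6419 ± 348 (SD, n = 3 arrays), and PES1, which takes part in ribosome assembly, 2988 ± 564. The pre-mRNA binding protein HNRNPC gave 22672 ± 1085, and the zinc finger transcription factor CASZ1 gave 229.7 ± 47.2. The 2 measured genes not above background were MAGEA12, a cancer-testis antigen, at 34.9 ± 30.6, and TBC1D2, a regulator of Rab GTPases, at 43.5 ± 41.6. Each signal is that of the brightest probe set listed for the gene alone, and signals of different probe sets are not comparable with each other. A gene was counted as above background where at least 1 of its probe sets exceeded, on all 3 arrays, the 95th percentile of probe sets for genes restricted to other tissues, at a signal of 80.4 to 105.3 depending on the array. This threshold stands in for the absent/present calls, which were not used here.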

In order to validate potential regulators using RNAi, the genes would need to be expressed in the cell line of interest. As a result, gene expression microarray analysis was performed in the HEK-293T cells. 

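Gene expression was measured in 3 cultures of unstressed HEK-293T cells, each on its own Affymetrix Human Genome U133 Plus 2.0 array, which carries 1 colour (biotin-labeled cRNA). According to the sample records, the cultures differed in harvest time and seeding. The first was seeded at 375000 cells and harvested after 48 h (RNA integrity number 9.6), the second at 1000000 cells and harvested after 24 h (9.5), and the third at 750000 cells and harvested after 48 h (10.0). They are called the low-seeded 48 h, the 24 h and the high-seeded 48 h culture here, and harvest time, seeding and any batch cannot be told apart. No control or stressed cells are among these arrays, so they show levels of expression and no response to heat.

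The deposited values are MAS5 signals (intensity on a linear scale), from GCOS 1.0 in the submitters' processing notes. The mean signal after trimming 2% from each end was 500.1 on each array, which shows that the arrays had been scaled to a common target, and median signals were 71.0 in the low-seeded 48 h, 72.8 in the 24 h and 80.3 in the high-seeded 48 h culture. Of the 54675 probe sets, 41097 are listed for 1 gene, 1801 for several and 11777 for none. Genes were named only from probe sets listed for 1 gene, with symbols updated to the annotation of GRCh38.p14. The background reference held 250 probe sets of 186 genes restricted to other tissues, including olfactory and bitter taste receptors, and had median signals of 16.6, 16.3 and 23.2. The thresholds taken from it were 97.7, 80.4 and 105.3. When the threshold was taken from part of the reference chosen at random, a median of 1.6% of the remaining probe sets lay above it on all arrays. By this measure 21427 probe sets (39.2%) and 10359 of 19775 genes (52.4%) were expressed. Over probe sets above background the log2 signals of each pair of arrays correlated at 0.983 to 0.986 across probe sets, which are not independent replicates. The median difference between arrays was 0.16 to 0.19 on the log2 scale above background and 0.96 to 1.04 for the other probe sets, so low signals were measured far less precisely. The number of arrays limits the precision of every value, and the SDs include differences between the culture conditions.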

The genes that showed significant expression based on standard absent/present calls were cross-referenced with the hits from the secondary hyper-activation screen. 

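Genes with more hits under heat shock were more often expressed in the unstressed cells. Of the genes of Table S1 without a hit under heat shock, 237 of 340 (69.7%) were above background, against 143 of 197 (72.6%) with 1 hit, 89 of 114 (78.1%) with 2 hits and 67 of 77 (87.0%) with 3 or more. The genes with the most hits included the jumonji-family oxygenase KDM8 and the homeobox factor HMX2, each with 9 hits under heat shock, and KCTD10, an adaptor of cullin-3 ubiquitin ligases, with 8. All 3 were above background, HMX2 close to the threshold and KDM8 at 191.3 ± 91.5 (SD, n = 3 arrays) with 1 of its 3 probe sets. The correlation of the hit count with being above background was weak (Spearman's rho = 0.11 over 728 genes, two-sided permutation test with 100000 resamples, p = 0.00251, adjusted p = 0.00376), with rho = 0.17 among human clones alone (p = 0.00449). Among mouse clones alone it did not pass the test (rho = 0.07, p = 0.15; this subset was chosen after the values were seen). Genes with any hit were above background at an odds ratio of 1.46 to genes without (95% interval 1.03 to 2.06, two-sided Fisher's exact test, adjusted p = 0.0283). By the same exact test this difference was lost with the 90th percentile as threshold (odds ratio 1.38, p = 0.0694), with 2 arrays sufficing (1.41, p = 0.0612) and without the low-seeded 48 h culture (1.40, p = 0.0501), and among human clones alone it was larger (2.26, p = 0.00416). All genes of Table S1 together were above background in 536 of 728 cases (73.6%), and the rest of the array in 9823 of 19047 (51.6%; odds ratio 2.62, interval 2.21 to 3.12, adjusted p = 2.2e-32 from the same test). The rest of the array was not limited to genes of the cDNA library, and it includes genes of the background reference. The number of probe sets per gene was not matched either. This comparison therefore cannot show whether activating genes were more often expressed than the rest of the library. The p-values were adjusted over these 3 tests by the Benjamini-Hochberg method, and genes are not independent replicates. Table S1 lists 940 clones, 634 from mouse and 306 from human. Mouse clones were matched to human genes by current or older symbol without an ortholog table, so some may be assigned to another gene. Of the clones, 753 had their gene on the arrays.

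**Figure D1:**
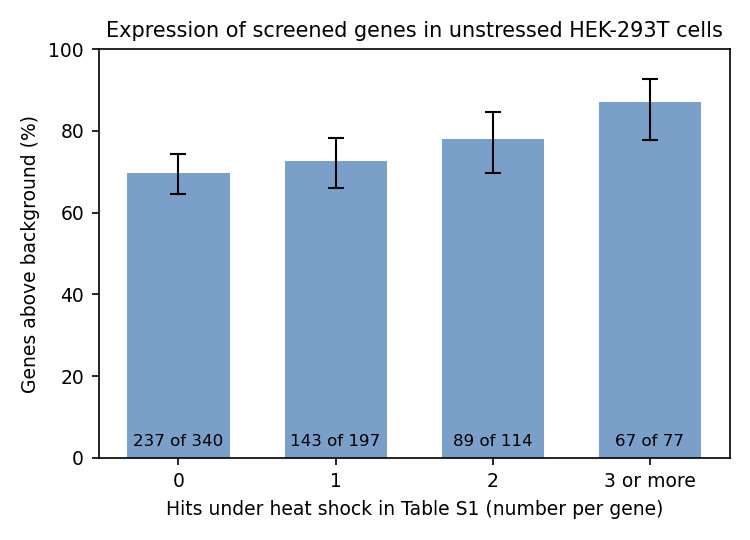
Genes of Table S1 above background in unstressed HEK-293T cells. The vertical axis gives the share of genes in percent and the horizontal axis the number of hits under heat shock listed in Table S1; error bars are 95% binomial intervals (Wilson) and the counts of genes stand in the bars. The share lies at 69.7% without a hit and at 87.0% with 3 or more hits.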

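ZCCHC18, PSMD3, KCTD10, KIAA1826, HMX2, JMJD2C, GTSE1 and PRKCI, the 8 genes of Table 1, were all above background in the unstressed cells, with 1 to 4 probe sets each. PSMD3, a subunit of the 26S proteasome, gave a signal of 3135 ± 219 (SD, n = 3 arrays) on its single probe set. The atypical protein kinase C PRKCI was above background on all 3 of its probe sets, with 311.7 ± 33.1, 1901 ± 85.7 and 1724 ± 262. GTSE1, which is expressed in the G2 and S phases of the cell cycle, was above background on 4 of 5 probe sets, with means from 634.7 to 1461, and the fifth stayed at 11.9 ± 2.96. KCTD10 gave 772.5 ± 89.8 and 815.0 ± 76.0 on its 2 probe sets. KIAA1826, now named MSANTD4, gave 763.4 ± 44.0 and 1419 ± 122 on 2 of 3 probe sets. JMJD2C, a histone demethylase now named KDM4C, was above background on 1 of 4 probe sets, at 377.2 ± 5.78, and its call was lost when most of a gene's probe sets had to be above background. HMX2, a homeobox transcription factor, gave 117.8 ± 4.28, which is 1.25 times the mean threshold. ZCCHC18 gave 236.7 ± 51.4 on a probe set that, by the paper's footnote, cross-hybridizes with ZCCHC12. This signal alone therefore does not show that ZCCHC18 is expressed. With the 99th percentile as threshold HMX2 and ZCCHC18 were not above background. GTSE1 was lost when probe sets that can share sequence with other genes (marked _s_at or _x_at) were left out. The paper reasons that genes have to be expressed in the cell line to be tested by RNAi, and therefore cross-referenced the hits with the genes called present. The 8 genes were selected from that list, so their detection here is not independent of the selection.

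**Figure D2:**
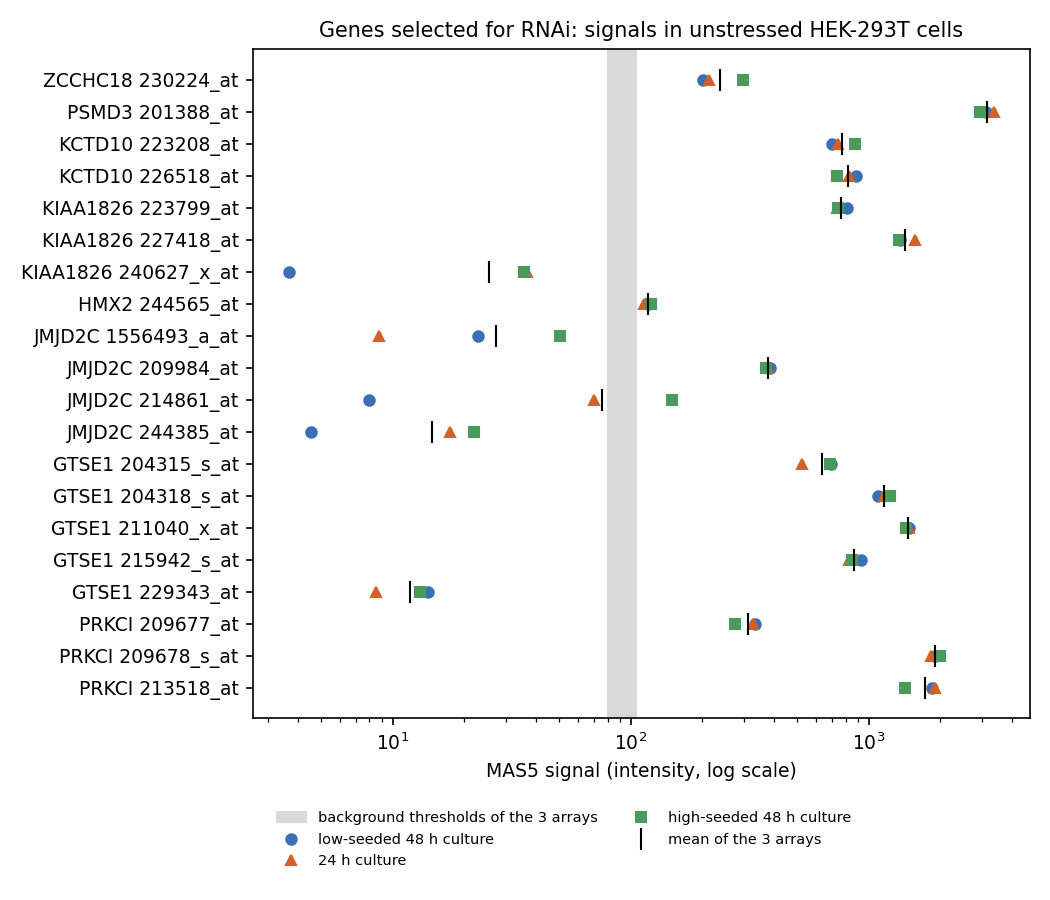
MAS5 signals of the probe sets listed for each of the 8 genes in 3 cultures of unstressed HEK-293T cells. Each line is a probe set, the horizontal axis is the signal (intensity, log scale), symbols are the arrays, vertical ticks their means and the grey band spans the background thresholds of the 3 arrays, from 80.4 to 105.3; HMX2 lies just above the band. Signals of different probe sets are not comparable with each other.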

From this list, a total of eight genes were selected for RNAi validation (Table 1). Two independent siRNA duplexes were designed for each gene together with two siRNA duplexes for HSF1 as a positive control and two scrambled sequences with identical nucleotide compositions as the HSF1 targets as negative controls. Cells were transfected for 72 hours to allow protein depletion. After 72 hours, the cells were heat shocked and and assayed for firefly and Renilla luciferase 6 hours later. Each well was plate normalized against a scrambled siRNA control. In addition, two constitutively active promoters (thymidine kinase and CMV) driving the same firefly luciferase gene were included on each plate to eliminate any non-specific effects from the luciferase reporter. Luciferase has been previously shown to be a chaperone substrate [26]. A two-sample t-test was performed for each siRNA duplex comparing the difference in HSP70B reporter activity with that from the two constitutively expressed luciferase controls. Based on this comparison, only one of the eight genes, protein kinase C iota (PRKCI), demonstrated a statistically significant decrease in reporter activity (Table 2). The fact that both siRNAs specifically reduce the HSP70B reporter and not the constitutively expressed luciferase controls suggests that PRKCI is required for full activation of HSF1 after heat exposure.

**Table 1:** Rank score of selected genes from the secondary hyper-activation screen and their expression in HEK293T cells using gene expression microarray analysis.

Gene Name	Rank Score in Secondary	U133PLUS 2.0
	Hyper-activation Screen	Probes called (P)resent
	(940 total cDNAs)	
ZCCHC18	27	1^a^
PSMD3	29	1
KCTD10	3	2
KIAA1826	14	2
HMX2	2	1
JMJD2C	7	1
GTSE1	4	5
PRKCI	12	3

a Cross-hybridizes with ZCCHC12.

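The single probe set listed for ZCCHC18 gave 200.8 in the low-seeded 48 h, 213.7 in the 24 h and 295.5 in the high-seeded 48 h culture. The probe set listed for ZCCHC12, a zinc finger gene of the same family, gave 2534 ± 274 (SD, n = 3 arrays) and was above background on each array. The annotation used here lists the probe set of ZCCHC18 for that gene alone, and the probe sequences were not analysed here. The signal of this probe set therefore cannot be divided between the genes. In Table 2 the siRNA duplexes are named for ZCCHC12.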

**Table 2:** Validation of potential HSF1 regulators using RNAi.

	Firefly Luciferase Promoter			Directional FDR Corrected	
	(log_2_Ratio vs. SCRAM_1)^a^			p-value^b^	
siRNA Duplex	HSP70B	TK	CMV	HSP70B vs.TK	HSP70B vs.CMV
PSMD3_1	−1.06±0.20	−1.23±0.53	−0.99±0.61	0.35	−0.4
PSMD3_2	−1.36±0.27	−1.53±0.53	−1.38±0.49	0.35	0.43
ZCCHC12_1	−2.25±0.31	−2.06±0.37	−1.96±0.42	−0.32	−0.25
ZCCHC12_2	−1.59±0.27	−1.43±0.10	−1.37±0.21	−0.24	−0.2
HMX2_1	−1.33±0.31	−1.00±0.32	−0.84±0.53	−0.18	−0.17
HMX2_2	−1.56±0.24	−1.12±0.53	−1.01±0.45	−0.18	−0.099
JMJD2C_1	−0.48±0.23	−0.89±0.34	−0.99±0.24	0.12	0.05
JMJD2C_2	−1.31±0.10	−2.17±0.86	−2.16±0.76	0.12	0.09
PRKCI_1	−0.18±0.05	0.26±0.04	0.42±0.20	**−0.00016**	**−0.0064**
PRKCI_2	−0.77±0.15	−0.12±0.35	−0.21±0.30	**−0.038**	**−0.039**
KCTD10_1	−0.52±0.23	−0.28±0.23	−0.29±0.13	−0.18	−0.14
KCTD10_2	0.39±0.29	−0.05±0.12	0.18±0.22	0.064	0.24
KIAA1826_1	−0.05±0.22	−0.35±0.25	−0.22±0.35	0.14	0.31
KIAA1826_2	−0.07±0.21	−0.13±0.17	0.02±0.29	0.36	−0.36
GTSE1_1	−0.47±0.17	−0.83±0.53	−0.82±0.55	0.21	0.22
GTSE1_2	0.01±0.14	−0.13±0.12	−0.11±0.24	0.17	0.3
SCRAM_2 (neg.)	−0.05±0.18	−0.26±0.17	−0.14±0.23	0.15	0.35
HSF1_1 (pos.)	−2.40±0.22	0.01±0.19	0.11±0.29	**−0.00012**	**−0.00021**
HSF1_2 (pos.)	−3.37±0.25	−0.13±0.32	−0.04±0.24	**−0.00012**	**−0.000078**

a Mean ± SD for 4 biological replicates.

b Statistical significance between the HSP70B reporter and the TK and CMV reporters was calculated using a two sample t-test. The p-values were corrected for multiple comparisons using false discovery rate. Negative p-values denote a reduction in activity versus the control reporter. SCRAM_1 and SCRAM_2 denote negative RNAi controls. HSF1_1 and HSF1_2 denote positive RNAi controls for the reduction of HSF1 activity.

### Quantitative RT-PCR Verification of RNAi Knockdown

To verify knockdown of PRKCI mRNA following transfection of the siRNA duplexes, quantitative RT-PCR was performed on the samples and the results normalized to the expression of two different housekeeping genes (Fig. 3). The two siRNA duplexes targeting PRKCI produced an approximate 60% reduction in mRNA levels compared to the scrambled siRNA controls. The reduction was observed regardless of which housekeeping gene was used for normalization.

**Figure 3:**
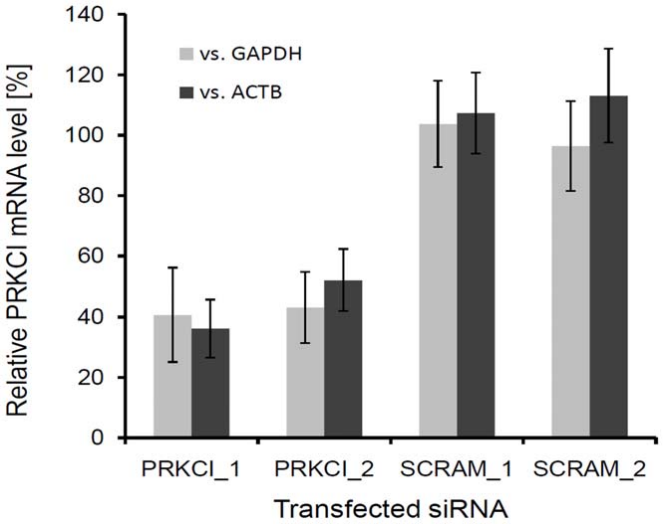
Quantitative RT-PCR verification of PRKCI knockdown by the siRNA duplexes. The bars represent the mean and standard deviations from two independent experiments. PRKCI_1, siRNA duplex #1 targeting PRKCI; PRKCI_2, siRNA duplex #2 targeting PRKCI; SCRAM_1, scrambled siRNA duplex #1; SCRAM_2, scrambled siRNA duplex #2. The light bars represent normalization to GAPDH and the dark bars represent normalization to ACTB.

## Discussion

The identification of potential regulators of the mammalian heat shock response has broader implications than just providing a better understanding of the cellular response to thermal stress. The heat shock response also acts as a surrogate of the general protein quality control system within the cell which plays a significant role in aging and many protein folding diseases as well as the responses to other physical and chemical stressors [16], [27], [28]. In this study, a broad-based functional genomics approach was taken to identify potential regulators of the mammalian heat shock response. The primary screen identified a large number of potential modifiers that were subjected to a secondary screen for hyper-activation of the response under severe heat stress. The secondary screen was used to rank the potential modifiers and gene expression microarray analysis was used to identify which genes were expressed in the experimental cell line. A subset of eight genes were chosen for validation using siRNA knockdown. Of the eight genes, only PRKCI showed a statistically significant reduction in the heat shock response for both siRNA duplexes when compared with controls.

PRKCI is a serine/threonine protein kinase and a member of the atypical protein kinase C sub-group together with protein kinase C eta (PRKCH) and zeta (PRKCZ). PRKCI is expressed across many different tissues and its presence has been shown in several signaling complexes that regulate anchorage-independent growth, resistance to chemotherapeutic apoptosis, cellular motility, cellular polarity, and cellular invasion [29]. The role of PRKCI in these cellular processes has led to its use as a prognostic marker and therapeutic target in non-small cell lung and ovarian cancer [29].

Although previous experiments have shown an involvement of protein kinase C in the regulation of HSF1 [30], [31], no studies other than this one have specifically implicated PRKCI in influencing HSF1 activity. Follow-up co-immunoprecipitation experiments performed in our laboratory did not identify a direct interaction between PRKCI and HSF1 (data not shown). This lack of a direct interaction is supported by previous tandem affinity purification experiments that used PRKCI as bait [32]. Together, these result suggests that PRKCI plays an indirect role in regulating the heat shock response. The data supporting an indirect role come primarily from protein interaction experiments that have demonstrated an interaction between PRKCI and the ubiquitin binding protein sequestosome 1 (SQSTM1) [32], [33], PRKCI and HSP90 [32], and PRKCI and an HSP90 co-factor CDC37 [32]. SQSTM1 is a multifunction adaptor protein that binds polyubiquitin and has been shown to play a significant role in selective autophagic degradation of ubiquitinated targets [34], [35] and the breakdown of misfolded proteins [34]. Since the intracellular concentration of denatured proteins impacts HSF1 activity through sequestration of HSPs [10], [36], [37], an indirect link between PRKCI and HSF1 activity through SQSTM1 is plausible. Finally, PRKCI has been shown to interact with its closely related homologue, PRKCZ [38]. PRKCZ has previously been shown to suppress HSF1 activity [39]. Therefore, through this interaction, PRKCI may reverse the inhibitory effects of PRKCZ on HSF1 activity.

The relatively high hit rate in the primary screen and low validation rate (1/8, 12.5%) point to a number of potential caveats with using an overexpression screen for the heat shock response. First, the heat shock response is part of the cell's protein quality control system and the false positives in the context of the primary screen may be due to nonspecific activation of the heat shock response via overexpressed or misfolded protein. The overexpressed or misfolded protein may act as a chaperone substrate and compete with HSF1 for binding resulting in nonspecific activation of the heat shock response [40]. Second, the use of a native promoter instead of synthetic response elements may have also inflated the number of hits in the screen since a promoter is typically regulated by multiple transcription factors that either bind simultaneously as a complex to a regulatory region or in a sequential manner [41]. This dynamic interplay may be artificially affected in an overexpression screen leading to a high number of hits and lower validation rate. Finally, the use of a mixed full-length gene library containing both human and mouse clones may have contributed to the lower than expected validation rate. Although dramatic species differences haven't been observed in other overexpression screening efforts [20], [22], it is possible that orthologs may play different roles in the heath shock response in each species.

In summary, a series of functional genomic screens were used to identify PRKCI as an regulator of the mammalian heat shock response. Although follow-up studies and literature searches suggest that PRKCI is an indirect regulator of the signaling pathway, additional studies will be required to confirm the precise mechanism of HSF1 regulation. Apart from PRKCI, the functional genomic screens identified other potential regulators that have not yet been validated through loss-of-function and other molecular approaches. Future experiments based on these screens may be used to identify additional therapeutic targets for aging and diseases related to protein folding.

## Materials and Methods

### Full-length Gene Library and Screening Plasmids

Construction and preparation of the full-length cDNA library has been described previously [20]. The final concentration of the library was adjusted to 20 ng/µl. The screening plasmids used in this study were as follows: pHSP70B-luc contains firefly luciferase under the control of 2.3 kb of the highly heat inducible native promoter of the human *HSP70B* gene [25]; pCMV-Sport6-Empty is an empty plasmid vector (Invitrogen, Carlsbad, CA); and pRL-CMV contains *Renilla* luciferase under control of the cytomegalovirus promoter (Promega, Madison, WI).

### Primary HSP70B Reporter Screen

Assay plates containing the purified plasmid DNA were prepared in advance by aliquoting 100 ng of each full-length gene into individual wells of a white 384-well plate (Greiner Bio-One, Monroe, NC). Each plate also included eight wells containing the equivalent amount of the pCMV-Sport6-Empty plasmid for use as a negative control. The DNA containing assay plates were stored at −80°C and equilibrated to room temperature prior to use. A mixture of 10 µl OptiMEM (Invitrogen, Carlsbad, CA) and 0.15 µl LipofectAMINE 2000 (Invitrogen) was added to each well and incubated for 5 min at room temperature. Following incubation, 5 ul OptiMEM containing 20 ng pHSP70B-luc and 5 ng pRL-CMV was added to each well using a Multidrop dispenser (Thermo Scientific, Waltham, MA). The complete transfection mix was incubated for 45 min at room temperature to allow the lipoplexes to form. Following the second incubation, 20 µl DMEM (20% FBS) containing 1×10^5^ HEK293-T cells (ATCC, Manassas, VA) were added to each well using the Multidrop (Thermo Scientific). The assay plates were incubated at 37°C and 5% CO_2_ for 24 hours. Following the incubation, the cell media was removed and 20 µl of cell lysis buffer (25 mM Tris-H_3_PO_4_, pH 7.8; 2 mM 1,2-cyclohexanedinitrilotetraacetic acid; 10% Glycerol; 0.5% Triton X-100; and 2 mM DTT) was added to each well. The plates were incubated for 30 min at room temperature to allow complete cell lysis. Firefly luciferase activity in the cell lysate was assessed following the addition of 20 µl Assay Solution I (20 mM tricine, 0.1 mM EDTA, 1.07 mM (MgCo_3_)_4_ Mg(OH)_2_ • 5H_2_O, 2.67 mM MgSO_4_, 33.3 mM DTT, 270 µM coenzyme A, 470 µM luciferin, 530 µM ATP). *Renilla* luciferase activity was measured following the addition of 20 µl Assay Solution II (1.1 M NaCl, 2.2 mM Na_2_EDTA, 0.22 M KH_2_PO_4_ (pH 5.1), 0.44 mg/ml BSA, 1.3 mM NaN_3_, 1.43 µM coelenterazine). Luminescence was measured using an LJL Analyst plate reader (Molecular Devices, Sunnyvale, CA).

Data extraction, plate normalization and well annotation were carried out using a customized database interface. The firefly to *Renilla* luciferase ratio for each well was log_2_ transformed and plate-normalized to the mean of the plate-matched control wells transfected with the pCMV-Sport6-Empty plasmid. The primary screen was run in duplicate on two separate days. On each day, two technical replicates were run for each plate and the results were averaged. The collection of plate-normalized and log_2_ transformed wells containing pCMV-Sport6-Empty across all plates were utilized to calculate the standard deviation of the mean experimental control for the primary screen. Due to the large number of potential hits, the top 940 hits were selected for further analysis. All 940 hits were greater than six standard deviations away from the mean of the pCMV-Sport6-Empty negative control (Fig. 1A).

### Secondary Gene Dosage and Heat Shock Screens

A sub-library containing 940 plasmids was picked from the complete screening library using a Q-bot (Genetix, Hampshire, UK) and the plasmid DNA re-purified from bacterial cultures using previously described methods [20]. Increasing amounts of each cDNA plasmid (3.3, 10, 30, 90 ng) were added to each well. The total amount of DNA (90 ng) was held constant by the addition of pCMV-Sport6-Empty. On each assay plate, eight wells were filled with only pCMV-Sport6-Empty for use as a negative control and plate normalization. The assay plates were incubated at 37°C and 5% CO_2_ for 24 hours to allow transfection and expression of the transfected genes. Following transfection, the assay plates were wrapped with Parafilm and floated on a revolving water bath. The secondary screen was performed in duplicate at two different temperatures (43°C and 44°C) and with two different heat shock durations (15 and 45 minutes). After heat stress, the plates were returned to 37°C for 6 hours before harvest. The firefly and *Renilla* luciferase activities were measured and normalized to the negative control wells. The rank score for each gene was determined by the number of cDNA concentrations that were able to increase the signal of the HSP70B reporter by more than 2 standard deviations above the experimental mean of the control wells.

### Gene Expression Microarray Analysis

Total RNA was isolated from unstressed HEK-293T using RNeasy columns (Qiagen, Valencia, CA) and the integrity of the RNA was verified spectrophotometrically and with the Agilent 2100 Bioanalyzer (Palo Alto, CA). Double-stranded cDNA was synthesized from 5 µg of total RNA using the One-Cycle cDNA synthesis kit (Affymetrix, Santa Clara, CA). Biotin-labeled cRNA was transcribed from the cDNA using the GeneChip IVT Labeling Kit (Affymetrix). Fifteen µg of labeled cRNA was fragmented and hybridized to Affymetrix Human Genome U133 2.0 arrays for 16 hours at 45°C. The hybridized arrays were washed using the GeneChip Fluidics Station 450 and scanned using a GeneChip 3000 scanner. The gene expression data were normalized using MAS5 and the significance of expression of each gene in the HEK-293T cells was determined using the Affymetrix absent/present calls. The gene expression results have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are MIAME compliant (Accession No.: GSE21092).

### RNAi Validation of the Secondary Screening Subset

For each of the eight target genes showing significant expression in HEK-293T cells, two independent siRNA duplexes were tested for their ability to reduce the activity of the HSP70B reporter relative to a scrambled control siRNA (SCRAM). For additional verification, the effect of the siRNA duplexes were evaluated in cells transfected with the firefly luciferase gene expressed from two different constitutive promoters. A total of 0.5 pmoles of each siRNA duplex was added per well and reverse transfected with various reporter vectors as described above. The transfected cells were incubated for 72 hours to allow for protein depletion. Following incubation, the assay plates were placed in a 43°C water bath for 40 minutes and returned to 37°C for 6 hours prior to harvest. Firefly and *Renilla* luciferase activity was measured as described above and normalized using the scrambled siRNA control on each plate. Statistical analysis of each siRNA duplex was carried out using a two sample t-test comparing the HSP70B reporter activity with both the pTK-luc or pCMV-luc plasmids. The corresponding p-values were adjusted for a false discovery rate using the q-value method [42]. Negative q-values denote a reduction of normalized Hsp70 driven firefly luciferase activity relative to either the TK or CMV promoter driven firefly luciferase.

### Quantiative RT-PCR Verification of RNAi Knockdown

HEK-293T cells were reverse transfected with two independent siRNAs targeting PRKCI and 2 scrambled control siRNAs as described previously. The transfected cells were incubated for 72 hours to allow for protein depletion and total RNA was isolated using RNeasy columns (Qiagen). First strand cDNA synthesis was carried out via High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Quantitative RT-PCR was performed using TaqMan Universal PCR Master Mix supplemented with human PRKCI, GAPDH or ACTB specific TaqMan probes (Applied Biosystems). ΔΔCt values of PRKCI specific amplification were calculated versus GAPDH and ACTB probe sets and converted to relative mRNA expression levels.

## Supporting Information

Table S1 Results from the Secondary Screen for Hyper-Activation of the Heat Shock Response Under Stressed Conditions
(0.67 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

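Total RNA of 3 cultures of unstressed HEK-293T cells was hybridised by the authors to Affymetrix U133 Plus 2.0 arrays. The authors made the deposited values with MAS5 (GCOS 1.0 in the submitters' processing notes) as signals, an intensity on a linear scale, scaled so that the mean after trimming 2% at each end is about 500.1 on every array. The absent/present calls of the paper were not used here. No value is negative and no pair of arrays held identical values. Nothing in the sources used here says whether the RNA came from separate passages of the cells, so p-values between arrays measure only the spread between these samples.

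From these signals the following was computed. Probe sets were paired with genes through the platform annotation, and symbols were updated by gene ID to those of the GRCh38.p14 annotation. A probe set listed for several genes named none. The 62 control probe sets of the array were kept in the counts of probe sets and in the comparison of cultures, where none was called, and those listed for GAPDH and ACTB were kept among the probe sets of these genes. A probe set was called above background where its signal exceeded, on all 3 arrays, the 95th percentile of 250 reference probe sets. The reference held genes restricted to tissues other than kidney and 127 probe sets of olfactory and bitter taste receptors. Of these reference probe sets, 4 were themselves above background (those of CRYGD, TNNI3, OLIG2 and 1 receptor gene). A gene was above background where at least 1 of its probe sets was. On simulated probe sets, 68% of those placed at 1.2 times the threshold and 100% of those at 2 times were found. These shares hold only for the spread that was simulated. Real probe sets differ in spread, with an SD on the log2 scale of 0.05 for HMX2 and 0.30 for ZCCHC18. Control probe sets for a bacterial Trp gene stayed under the threshold, with maxima of 12.5 in the low-seeded 48 h, 33.6 in the 24 h and 59.2 in the high-seeded 48 h culture. A comparison of 3' to 5' ratios of control probe sets was run after the results were seen and is not reported here.

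Hits were taken from Table S1, where the stressed count is the number of conditions under heat shock at which a clone exceeded the control by more than 2 SD. Recomputed from the listed reporter values, this count differed from the listed one for 1 of 940 clones. Of the clones, 811 matched a gene by symbol, mouse symbols being written in capitals. Older or alternative symbols were also matched, for mouse clones too (Mod1 to CBX1 and Dao1 to AOC1, for example). No ortholog table was used, so some mouse clones may be assigned to another human gene. Clones of the same gene were merged, with the highest count. Shares were compared by Fisher's exact test and the trend by a permutation test of Spearman's rho with 100000 resamples, both two-sided, with Benjamini-Hochberg adjustment over the 3 tests.

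The 24 h culture was compared with both 48 h cultures by limma with a mean-variance trend (empirical Bayes) on log2(signal + 19.3), the added value being the median of all signals of the background reference, over the 23581 probe sets whose mean log2 signal was above that of the mean threshold (94.5). Changes of low signals are understated on this scale. The fit has 1 residual degree of freedom per probe set, so its p-values rest on the spread shared across probe sets. The lone 24 h array is assumed to vary like the 48 h pair, which simulated arrays cannot test. On simulated arrays, 57% of probe sets changed by 1 on the log2 scale and 90% of those changed by 2 were called, with 5 and 9 false calls. Gene lists were compared by camera on the brightest probe set of each gene, for 21 lists with at least 5 genes tested. The correlation was preset at 0.01 and, as an alternative, estimated. The estimate rests on 1 residual degree of freedom, so this alternative cannot decide whether a list changed. For cholesterol synthesis the estimate was 0.011, close to the preset value, so the correlation itself does not account for the weaker result there.

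The lists, the tests, the threshold and the alternatives were fixed before the data were examined, apart from those named as chosen later. Genes to be named were those of the paper, the first 30 of Table S1, the members of a list on its smaller side where these were at most 5 (otherwise the first 4 on each side), and the 10 largest increases and 10 largest decreases among probe sets called between the 24 h and the 48 h cultures. Ranks and hit counts of Table 1 and Table S1 had been read before. Alternatives were another percentile, another reference, 2 arrays sufficing, leaving out probe sets that share sequence, quantile normalization, each array left out in turn, human clones only and other definitions of a hit. For the comparison between cultures they were another added value, no filter, quantile normalization, scaling to equal medians, no mean-variance trend and each 48 h array left out in turn. The reporter, RNAi and RT-PCR measurements of the paper were not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with R 4.3.3 and limma 3.58.1.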

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

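The tests on mouse clones alone and on the other arrays taken alone were chosen after the results were seen, and the planned one on human clones was turned on the matching of symbols only then.

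The paper does not report how expression relates to the number of hits, and over the 728 genes of Table S1 measured here the share above background was higher with more hits under heat shock (rho = 0.111). With hit counts permuted only among genes with the same number of probe sets, rho was 0.106 (p = 0.00368), so the number of probe sets per gene does not account for it. Among human clones, which need no matching across species, rho was 0.174 (p = 0.00449), which argues against an origin in the matching of mouse symbols. Within groups of similar hit count without heat shock rho was 0.0854 (p = 0.0214). This was just outside the range of 95% of the permutations, whose upper end was 0.0728. It argues only weakly against general activity on the reporter as the whole source and does not exclude it. Among mouse clones alone rho was 0.0651 (p = 0.15). No biological explanation was tested.

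The paper does not compare the cultures, and 55 probe sets were called between the 24 h culture and both 48 h cultures, on the assumption that the lone 24 h array varies like the 48 h pair (44 higher and 11 lower at 24 h; 39 and 17 after scaling to equal medians; limma, adjusted p under 0.05; 2133 at an unadjusted p under 0.05). Without the mean-variance trend in limma's fit 0 passed, with 1364 at an unadjusted p under 0.05. Probe sets listed for more than 1 HSP70 gene were among the higher ones, singled out after their values were seen. The first gave 9153 at 24 h and 5271 and 5987 at 48 h, a log2 difference of 0.70 (standard error 0.10, limma, adjusted p = 0.00698), and the other 11890 against 6520 and 7846 (log2 difference 0.73, standard error 0.11, adjusted p = 0.00698). Over the alternatives their adjusted p ran from 0.00065 to 0.785. The remaining such probe set gave 124.4 against 163.0 and 214.9 (log2 difference -0.52, adjusted p = 0.772), and the fixed list of HSP70 genes, made of probe sets with 1 gene, did not pass, with 4 of 9 genes higher (camera, adjusted p = 0.696). Of the protein genes of the mitochondrial genome, also singled out afterwards, all 10 tested probe sets had higher signals at 24 h, with a median log2 difference of 0.37. All 10 stayed higher after quantile normalization (median 0.46) and after scaling to equal medians (median 0.34). Leaving out the filter or the trend cannot change a sign, so those settings do not test the direction. Of the 10, 4 passed the test, 6 after quantile normalization and 0 without the trend. Probe sets on the same arrays are not independent. The log2 difference was 1.31 for ND6 (standard error 0.16, adjusted p = 0.00266) and 0.95 for COX3 (standard error 0.13, adjusted p = 0.00539). Among the largest increases were MT1HL1, a metallothionein, with 1.33 (adjusted p = 0.00698), the nuclear RNA MALAT1 with 1.10 (adjusted p = 0.00698), the peroxidase PRDX2 with 1.09 (adjusted p = 0.0135), TTF2, SETD1B and ABHD3. The largest decreases of probe sets with 1 gene were those of RANBP1, a regulator of nuclear transport, at -1.76 (adjusted p = 0.00794), PRRC2C at -0.98 and KAT5, an acetyltransferase, at -0.93, followed by CTNNA1, PCDH9, BLVRA and SLIT2. The other tested probe sets of RANBP1 gave -0.14 and 0.27 and those of KAT5 -0.11 and 0.37, while those of CTNNA1 ran from -0.13 to 0.65. Of all called probe sets 63.6% were of the kinds that can share sequence with other genes (marked _s_at or _x_at), against 40.8% of those tested.

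The genes with a called probe set had 63 other tested probe sets, 3 of them also called, and 34 of the 63 went the same way, with a median of 0.0861 on the log2 scale in the direction of the call. By the limits set before, this fits effects on single probe sets for a part of these genes, as none of the other probe sets of PRDX2 and CDC27 went the same way. It does not hold for every gene, as all 5 of PRRC2C and the second probe set of ND4 (0.63) did. Degraded RNA in the 24 h sample stays open, the RNA integrity numbers being 9.5 there and 9.6 and 10.0 at 48 h. A comparison of 3' to 5' ratios of control probe sets was run after the results were seen. It is not reported here, and no conclusion is drawn from it. Setting another array against the remaining pair called at most 10 probe sets against these 55, and 1 of 3 splits, the real split, reached that number, which is too few splits to test chance. Harvest time, seeding density and batch cannot be told apart in these 3 cultures, so an effect of culture time or density remains an untested possibility.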

How the results depend on the processing

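Signal over background limits what low signals show: below the threshold, arrays of the same cells differ by a median of about 1.0 on the log2 scale. Of the counts of expressed probe sets and genes, only probe sets without those that can share sequence moved by over 1.5 times (12420 against 21427). The number of Table 1 genes above background ran from 6 to 8 over all alternatives. The odds ratio of hits against other screened genes was 1.46 and stayed above 1, but missed the threshold at the 90th percentile (1.38), with 2 arrays sufficing (1.41) and without the low-seeded 48 h culture, with a range of 1.40 to 1.51 over the arrays left out; it was 2.26 among human clones and 1.84 for at least 2 hits. The excess of screened genes over the rest of the array and the trend over the hit count passed in every alternative run, except that the trend missed it among mouse clones only (rho = 0.0651), a subset chosen after seeing the data. Between the 24 h and the 48 h cultures 55 probe sets were called, against 102 without the filter (79 higher, 23 lower) and 0 without the mean-variance trend of limma (0 higher, 0 lower; 1364 at an unadjusted p under 0.05); scaling to equal medians gave 17 lower in place of 11. The gene lists called numbered 1, against 3 without the filter, 2 with equal medians, 0 without the trend and 0 with an estimated correlation; those added without the filter were HSP40 and small heat shock proteins (higher) and cholesterol synthesis (lower), and cholesterol synthesis also passed with equal medians. The cause of these changes was not tested. The alternative with an estimated correlation rests on 1 residual degree of freedom, so it cannot decide whether a list changed. The 24 probe sets followed individually changed sign in no alternative; all missed the threshold without the trend, 3 with quantile normalization and 1 without an added value. No paired analysis was possible because the arrays are of 1 condition.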

Differences from the paper's values

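For 7 of the 8 genes of Table 1 the number of probe sets above background equals the paper's number of probe sets called present. For GTSE1 4 probe sets were above background, and the paper gives 5. The count reaches 5 when probe sets listed for several genes are counted for each of them, which adds 1 probe set (listed for several genes with GTSE1 among them, 512.2 ± 118, SD, n = 3 arrays); this alternative was chosen after seeing the values and drops none of the paper's genes. Among the alternatives set before the data were examined, ZCCHC18 and HMX2 fall to 0 of the paper's 1 with the 99th percentile, and without probe sets that can share sequence GTSE1 falls to 0 of the paper's 5 and PRKCI to 2 of its 3. The paper counts 515 genes that hyperactivated the reporter after heat shock, and in Table S1 495 clones have a stressed count of at least 1.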

Other observations

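Chaperones of most families were expressed in the unstressed cells, but HSPA6 was not above background. HSPA6 stayed at 63.7 ± 41.7 and 19.6 ± 6.11 (SD, n = 3 arrays) on its 2 probe sets. It was taken here as the HSP70B gene whose promoter drives the reporter. The paper gives only the name HSP70B, and this match was not checked, so expression of the reporter's source gene stays open. Of 12 measured genes of the HSP70 and HSP110 families 9 were above background, the exceptions being HSPA6, HSPA12B and HSPA1L. HSPA1L was not above background on the 2 probe sets listed for it alone, but a probe set shared with other genes was. HSPA1A, HSPA1B and HSPA8 had no probe set of their own and were not counted. Probe sets listed for HSPA1A and HSPA1B together were above background, at 6804 ± 2066 and 167.5 ± 45.4. Those listed for HSPA8 with SNORD14C and SNORD14D included signals of 39441 ± 2110 and 39475 ± 2237. All 11 measured HSP90 chaperones and co-chaperones and all 10 chaperonins were above background, with HSP90AA1 at 27060 to 35429 on its 4 probe sets. Of 17 HSP40 and small heat shock proteins 10 were above background, among them DNAJA1, DNAJA2, DNAJA3 and DNAJB1. Of the HSP40 genes only DNAJB2 was not. Of the small heat shock proteins only HSPB1 was, and HSPB2, HSPB3, HSPB6, HSPB7, HSPB8 and CRYAB were not. HSF1, the regulator of the response, was above background at 285.1 ± 50.7 and 146.6 ± 35.3, and HSF4 (38.8 ± 14.6) and HSF5 (25.2 ± 13.4) were not. In Table S1 the clone of mouse Hsf1 stands at rank 515, with 0 hits under heat shock and 2 without.

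Of the protein kinase C genes, PRKCA, PRKCD, PRKCH, PRKCI, PRKCQ and PRKCZ were above background and PRKCB and PRKCE were not. PRKCZ gave 660.9 ± 56.8 (SD, n = 3 arrays), and PRKCH was above background on 1 of its 3 probe sets, at 250.3 ± 23.4. Of the partners of PRKCI that the paper names, SQSTM1 was above background at 1478 ± 191 and 159.3 ± 15.5 on 2 of 5 probe sets, and CDC37 at 3095 ± 154. All 12 genes of the cell polarity and signalling complexes of atypical protein kinase C were above background, including PARD3, PARD6A, PARD6B and PARD6G, as were all 14 jumonji demethylases and all 27 measured proteasome subunits.

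Of 13 genes of renal tubule, LRP2 and PAX8 were above background, and of 6 podocyte genes all but NPHS1 and SYNPO. Of 14 neuronal markers 6 were above background, among them NEFL, NEFM, SYT1 and TUBB3, with NEFM at 5606 ± 212 (SD, n = 3 arrays) on 1 of its 2 probe sets, while NEFH, SYP, SNAP25 and RBFOX3 were not. None of 10 leukocyte markers and none of 9 endothelial markers was above background, though the leukocyte markers CD3D and MS4A1 also belong to the background reference, and of 10 fibroblast markers COL1A1 and THY1 were. All 22 mitosis genes, all 21 replication genes and all 16 genes of the unfolded protein response were above background, with 20 of 22 genes of the amino acid response (not VLDLR and NUPR1), 20 of 21 of hypoxia and glycolysis (not SLC2A3), 13 of 14 of cholesterol synthesis (not MVD), 10 of 11 p53 targets (not PLK3) and 7 of 8 histones (not H2BC4 on the probe set listed for it alone, while 2 of 3 shared with other histones were above background). Of 17 immediate early genes 10 were above background, among them JUN, JUNB, IER2 and IER3, and FOS, FOSB, FOSL1 and EGR1 were not. Of 14 targets of YAP and TEAD 9 were above background, and CCN2, ANKRD1, AXL, F3 and NT5E were not.

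Of the 21 lists tested between the 24 h culture and both 48 h cultures, 1 passed, the unfolded protein response of the endoplasmic reticulum, with 13 of 16 genes higher at 24 h and a median log2 difference of 0.16 (camera, adjusted p = 0.00856; adjusted p = 0.891 with an estimated correlation and 0.351 without the mean-variance trend). No member passed over all probe sets tested, and 4 did when adjusted over the list alone, CRELD2 with 0.34 (standard error 0.10), XBP1 with 0.35, HERPUD1 with 0.33 and PDIA4 with 0.34. Cholesterol synthesis did not pass (adjusted p = 0.056 from the same test), with 5 of 14 genes higher. The lists of HSP40 and small heat shock proteins, hypoxia and glycolysis, mitosis and DNA replication did not pass either. Each had an adjusted p of 0.108 from camera, and of 0.891 with an estimated correlation. In that order, 8 of 11, 14 of 21, 9 of 22 and 5 of 21 genes were higher at 24 h. Their median log2 differences were 0.17, 0.10, -0.03 and -0.10. The results with an estimated correlation, here and for the unfolded protein response, rest on 1 residual degree of freedom. They cannot decide whether a list changed. No member of these lists passed over all probe sets tested. When adjusted over each list alone, DNAJB1, HSPB1, DNAJB6 and DDIT4 were higher and the mitosis genes KIF20A and CENPF lower. By the same adjustment PTPN14, of the YAP and TEAD targets, and WARS1, of the amino acid response, were lower. Those lists did not pass, and all these genes were named after their values were seen. The genes of Table 1 with ZCCHC12 did not pass either (adjusted p = 0.696), nor did protein kinase C genes (adjusted p = 0.914).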
